# Coculture with hematopoietic stem cells protects cardiomyocytes against apoptosis via paracrine activation of AKT

**DOI:** 10.1186/1479-5876-10-115

**Published:** 2012-06-06

**Authors:** Mark Rosenberg, Matthias Lutz, Constantin Kühl, Rainer Will, Volker Eckstein, Jutta Krebs, Hugo A Katus, Norbert Frey

**Keywords:** Stem cells, Cardiomyocytes, Apoptosis, Paracrine

## Abstract

**Background:**

Previous experimental studies concluded that stem cells (SC) may exert their beneficial effects on the ischemic heart by paracrine activation of antiapoptotic pathways. In order to identify potential cardioprotective mediators, we performed a systematic analysis of the differential gene expression of hematopoietic SC after coculture with cardiomyocytes (CM).

**Methods:**

After 48 h of coculture with neonatal rat ventricular CM (NRVCM), two consecutive cell sorting steps generated a highly purified population of conditioned murine hematopoietic SC (>99%). Next, a genome-wide microarray analysis of cocultured vs. monocultured hematopoietic SC derived from three independent experiments was performed. The analysis of differentially expressed genes was focused on products that are secretable and/or membrane-bound and potentially involved in antiapoptotic signalling.

**Results:**

We found CCL-12, Macrophage Inhibitory Factor, Fibronectin and connexin 40 significantly upregulated in our coculture model. An ELISA of cell culture supernatants was performed to confirm secretion of candidate genes and showed that coculture supernatants revealed markedly higher CCL-12 concentrations. Moreover, we stimulated NRVCM with concentrated coculture supernatants which resulted in a significant reduction of apoptosis compared to monoculture-derived supernatant. Mechanistically, NRVCMs stimulated with coculture supernatants showed a higher level of AKT-phosphorylation, consistent with enhanced antiapoptotic signaling.

**Conclusion:**

In summary, our results show that the interaction between hematopoietic SC and NRVCM led to a modified gene expression and induction of antiapoptotic pathways. These findings may thus at least in part explain the cardioprotective effects of hematopoietic SC.

## Background

Despite major advances in the treatment of coronary artery disease (CAD), acute myocardial infarction remains a major cause of death worldwide. In fact, the acute loss of blood supply potentially leads to apoptosis or necrosis of cardiomyocytes (CM) served by the infarct related artery resulting in ischemic cardiomyopathy and congestive heart failure. In the past the postmitotic heart had been considered a terminal differentiated organ unable to replace a significant loss of tissue such as that after an acute infarction [1]. This dogma has been challenged by the recent discovery of resident cardiac stem cells (SC) and the demonstration of hematopoietic SC that can home to the heart and transdifferentiate into cardiomyocytes [2,3]. These astonishing findings have led to the hypothesis that SC could be used for regeneration of infarcted myocardial tissue.

Therefore numerous studies have examined a potential therapeutic effect of bone marrow derived SC on myocardial function and regeneration after experimental myocardial infarction reviewed in [4]. Whereas some of these studies provided evidence for extensive myocardial regeneration after cellular cardiomyoplasty [5], others found no hematopoietic SC that had actually transdifferentiated into CM [6,7]. Yet, regardless of the variable effects on cardiac regeneration, virtually all of these studies found a significant improvement of cardiac function after cellular therapy. It is now generally accepted that SC therapy can favourably affect cardiac remodelling after myocardial infarction, although the scientific basis of this effect still remains to be elucidated.

Recent studies hypothesized that SC may exert their beneficial influence on cardiac repair by paracrine action on apoptosis or angiogenesis. It has been repeatedly shown that various SC types can produce and secrete a broad variety of cytokines, chemokines and growth factors that may be involved in cardiac repair [8-11].

On the basis of these experimental findings we postulated that the direct interaction of hematopoietic SCs with CM results in an upregulation of cardioprotective factors that can be secreted by hematopoietic SC and promote survival in cardiomyocytes. In order to identify interesting candidate genes, we performed a systematic analysis of the differential gene expression of hematopoietic SC after coculture with NRVCM with special emphasis on gene products involved in antiapoptotic signalling.

## Materials and methods

### Animals

All experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by US National Institutes of Health. The animal study protocols were revised and approved by the Institutional Committee for the Ethics of Animal Care and Treatment.

### Isolation and culture of neonatal rat ventricular cardiomyocytes (NRVCM)

1–2 days old Wistar rats (Charles River, Sulzfeld, Germany) were decapitized and hearts were harvested and minced in ADS. Subsequently, up to six digestion steps were carried out with pancreatin (Sigma, Munich, Germany, 0.6 mg/ml) and collagenase type II (Worthington, 0.5 mg/ml) in sterile ADS buffer containing 120 mmol/l NaCl, 20 mmol/l HEPES, 8 mmol/l NaH2PO4, 6 mmol/l glucose, 5 mmol/l KCl, 0.8 mmol/l MgSO4, pH 7.4. NRVCM were purified from contaminating fibroblasts using a Percoll (Amersham, Germany) gradient centrifugation step. Finally, NRVCMs were resuspended and cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% FCS, penicillin/streptomycin and L-glutamine (all from PAA, Linz, Austria) [12,13].

### Isolation, purification and labelling of hematopoietic SC

Isolation, purification and labelling of hematopoietic (lin-/c-kit+) SC were performed as described previously [14,15] with the magnetic-activated cell sorting (MACS)-kit from Miltenyi Biotech according to the manufacturer´s protocol. Briefly, C57Bl/6 mice were cervically dislocated. Shortly thereafter tibias and femurs were collected and flushed with phosphate-buffered solution (PBS) containing 2% FCS. To remove cell clumps, crude bone marrow was filtered through a 30 μm nylon mesh (Miltenyi Biotech). For the purpose of depleting mature blood cells such as T cells, B cells, monocytes/macrophages, granulocytes, erythrocytes as well as their commited precursors, bone marrow cells were incubated with a “cocktail” of biotinylated antibodies against a panel of “lineage” (lin) antigens, including CD5, CD45R (B220), CD11b, Anti-Gr-1 (Ly-6 G/C), 7–4 and Ter-119 (Lineage Cell Depletion Kit, Miltenyi Biotech). After addition of anti-biotin microbeads, lin-positive cells were separated using a magnetic column. Enrichment of the lin-negative cells for a subpool of cells expressing the SC marker c-kit/CD117 was performed by application of CD117 microbeads (Miltenyi Biotech). The purity of the separated cells was assessed by fluorescence-activated cell sorting (FACS) using a phycoerythrin labelled antibody against CD 117 (Pharmingen). Integrity and viability of purified lin-/c-kit + cells was confirmed by propidium iodide (PI) (Sigma) staining. In order to be able to detect and separate hematopoietic SC after culture with neonatal rat ventricular cardiac myocytes, lin-/c-kit + cells were labelled with the green fluorescent “cell tracker” carboxyfluorescein diacetate succinimydil ester (CFDA) (TefLabs). Lin-/c-kit + stem cells were therefore incubated for 30 min at 37°C with 5 μg/ml CFDA per 10^6^ cells. The staining process was concluded with two washing steps to assure clearance of any unbound CFDA.

### Coculture and separation of NRVCMs and Lin-/c-kit + stem cells

The main objective of this study was to analyze the influence of a direct interaction with NRVCM on the gene expression profile of hematopoietic SC. Therefore, a coculture system of NRVCM with hematopoietic SC was established as follows: NRVCMs were isolated from whole hearts of 1–2 days old Wistar rats, resuspended and cultured at a density of 2x10^6^ cells per well in an uncoated six well plate. After 48 h, hematopoietic SC were separated from whole bone marrow of C57Bl/6 mice and added at a density of 0.5x10^6^ cells per well resulting in a ratio of NRVCM to lin-/c-kit + stem cells of 4:1. Cell culture conditions remained unchanged at 37°C and 5% CO_2_ at all times. After 48 h the coculture was stopped and the supernatant removed, immediately frozen in liquid nitrogen and stored at −80°C until further analysis. Next, remaining cells were washed twice with PBS and dissolved using a Trypsin-EDTA solution (0.25% (w/v), Invitrogen/GIBCO). Conditioned SC and NRVCM were then separated by two consecutive cell sorting steps using a FACS-Vantage SE flow cytometry system running CellQuest software (BD). Reliable discrimination of hematopoietic SC and NRVCM was ensured utilizing both CFDA staining and different forward-scatter and side-scatter signals. Viability and integrity of the cells was confirmed by staining with propidium iodide (Sigma).

In order to be able to test the importance of direct cell-cell interaction between NRVCM and hematopoietic SC, conditioned cells were compared to identically treated lin-/c-kit + control cells that were held in a monoculture at a density of 2.5*10^6^ cells per well in uncoated six well plates. After 48 h, cells were washed twice with PBS and dissolved using a Trypsin-EDTA solution (0.25% (w/v), Invitrogen/GIBCO). Monocultured SC were also sorted twice with FACS before being used for subsequent experiments. Viability and integrity of monocultured cells was again confirmed by staining with propidium iodide (Sigma).

Further processing of conditioned SC, NRVCM and supernatants is described in more detail in the Additional file 1: Methods section. This includes the experimental procedures of RNA isolation and purification, ELISA assays, the detection of apoptotic NRVCM as well as the stimulation of NRVCM with concentrated conditioned media and immunoblotting. Since most of the study results refer to analysis of the genetic profile of hematopoietic SC, we decided to describe the process of microarray hybridization and microarray data analyses as well as real-time PCR analyses of gene expression in more detail in the upcoming paragraphs.

#### Probe labeling and Illumina sentrix BeadChip array hybridization

Biotin-labeled cRNA samples for hybridization on Illumina Mouse Sentrix-6 BeadChip arrays (Illumina, Inc.) were prepared according to Illumina’s recommended sample labeling procedure based on the modified Eberwine protocol [16]. In brief, 250 ng total RNA was used for complementary DNA (cDNA) synthesis, followed by an amplification/labeling step (in vitro transcription) to synthesize biotin-labeled cRNA according to the MessageAmp II aRNA Amplification kit (Ambion, Inc., Austin, TX). Biotin-16-UTP was purchased from Roche Applied Science, Penzberg, Germany. The cRNA was column purified according to TotalPrep RNA Amplification Kit, and eluted in 60 μl of water. cRNA Quality was checked using the RNA Nano Chip Assay on an Agilent 2100 Bioanalyzer and spectrophotometrically quantified (NanoDrop).

Hybridization was performed at 58°C in GEX-HCB buffer (Illumina Inc.) at a concentration of 50 ng cRNA/μl and unsealed in a wet chamber for 20 h. Spike-in controls for low, medium and highly abundant RNAs were added, as well as mismatch control and biotinylation control oligonucleotides. Microarrays were washed twice in E1BC buffer (Illumina) at room temperature for 5 min. After blocking for 5 min in 4 ml of 1% (wt/vol) Casein in phosphate buffered saline, Hammarsten grade (Pierce Biotechnology, Inc., Rockford, IL), array signals were developed by a 10-min incubation in 2 ml of 1 μg/ml Cy3-streptavidin (Amersham Biosciences, Buckinghamshire, UK) solution and 1% blocking solution. After a final wash in E1BC, the arrays were dried and scanned.

#### Scanning and data analysis

Microarray scanning was done using a Beadstation array scanner. Settings were adjusted to a scaling factor of 1 and PMT settings at 430. Data extraction was done for all beads individually, and outliers were removed when MAD (median absolute deviation) was >2.5. All remaining data points were used for the calculation of the mean average signal for a given probe, and the standard deviation for each probe was calculated. Array data were normalized using a quartile-normalization algorithm. To select differentially expressed trancripts, an empirical Bayes analysis was carried out. Transcripts were selected as differentially expressed with p-values <0.05 and corrected for multiple testing by a Benjamini & Hochberg algorithm [17]. Gene expression was visualized by scatterplots and heatmaps. Data analysis was performed with R (version 2.7.2) and Bioconductor (version 2.0.1) using the packages *beadarray* (version 1.8.0) and *limma* (version 2.14.7). Differentially expressed transcripts were further classified by cellular location of the corresponding proteins using the LOCATE subcellular localization database (http://locate.imb.uq.edu.au/) and according to their function using PANTHER Classification System (http://www.pantherdb.org/).

#### Quantitative real-time PCR analysis of gene expression

Real-time PCR (RT-PCR) was used to further validate data generated in the microarray analysis and performed as follows: 100 ng of DNase-digested total RNA of each condition was transcribed to first strand cDNA with the Transcriptor first strand cDNA synthesis kit (Roche, Germany). Reaction conditions were set as recommended by the supplier. Real time PCR primers (MWG Biotech) were designed assisted by the Primer 3 software (http://primer3.sourceforge.net/). Targets were normalized using oligonucleotide primers for GAPDH as an internal standard. The resulting amplicons contained an exon-intron-exon boundary. The ABI Prism 7700 Sequence Detection System (Perkin Elmer Applied Biosystems) and the Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) were used for performing real-time PCR from reverse transcribed cDNA samples following the manufacturer’s instructions. Specificity of the reactions was checked by melting curve analysis and by verifying the correct size of the product on a 2% agarose gel. Each PCR amplification was carried out in duplicate wells, using the following conditions: 2 min at 50°C, 2 min at 95°C, followed by a total of 40 temperature cycles (15 s at 95°C and 30 s at 60°C).

#### Statistical analysis

Data are presented as mean ± SEM. Statistical analysis was carried out with Students-*t*-Test, if not noted differently. *P* < 0.05 was considered statistically significant.

## Results

### Generation of a highly purified population of hematopoietic SC after coculture with NRVCM

Hematopoietic SC were isolated from male C57BL/6 mice by magnetic cell sorting, typically resulting in a yield of 1.1–1.4 x 10^8^ bone marrow cells per dissected mouse. After the separation process, approximately 0.9–1.2 x 10^6^ hematopoietic SC were obtained, corresponding to ~1% of all isolated bone marrow cells. FACS-analyses were performed to check for purity and viability of the separated stem cells. NRVCM were prepared from 1–2 days old Wistar Rats using a percoll gradient centrifugation.

In order to elucidate potential molecular mechanisms of SC mediated cardiac regeneration and repair, we established a coculture system of CFDA labeled hematopoietic SC and NRVCM at a ratio of 1:4 per well (Figure 1). After 48 h of coculture, cells were separated by FACS (Figure 2A). Two consecutive cell-sorting steps enabled us to generate a highly purified (purity >99.5%) population of hematopoietic SC that were stimulated by NRVCM for 48 h (Figure 2B). These cells were subsequently used for further microarray analyses and compared to identically treated hematopoietic SC that were held in a monoculture for 48 h.

**Figure 1:**
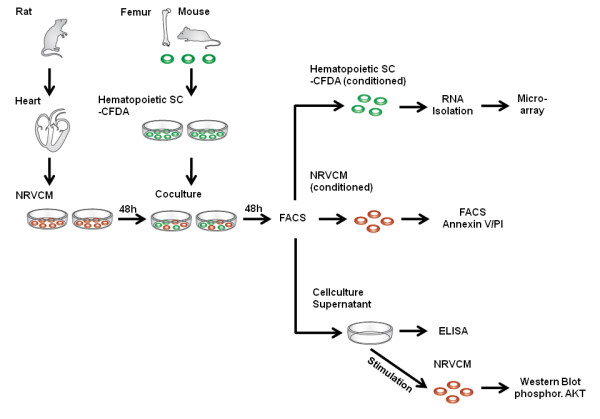
**shows the experimental setup.** After 48 h of coculture with NRVCM two cell sorting steps generated a highly purified population of conditioned murine hematopoietic SC that were used for RNA isolation and microarray analysis. Conditioned NRVCM were labeled with Annexin V and tested for apoptosis by FACS. Finally, coculture supernatants were concentrated and used for ELISA and stimulation of NRVCM.

**Figure 2:**
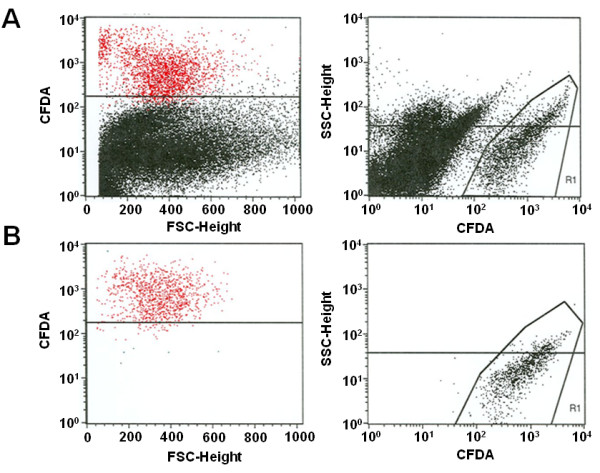
**illustrates the FACS analysis of CFDA labeled cocultured hematopoietic SC.** (**a**) Here we show the coculture prior to separation. After two consecutive cell sorting steps a highly purified population of hematopoietic SC with a purity >99.5% were generated and used for further experiments (**b**).

### Microarray analysis of hematopoietic SC after coculture with NRVCM

We hypothesized that the direct interaction of hematopoietic SC with NRVCM may lead to an upregulation of cardioprotective genes in SC. Therefore we performed a genome-wide transcriptome microarray analysis of cocultured versus monocultured hematopoietic SC. We used RNA of three independent coculture and three monoculture experiments, respectively. 

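RNA of lin-/c-kit+ hematopoietic SC from mouse bone marrow was hybridized to 6 mouse bead arrays. Of these, 3 carried RNA of SC sorted after 48 h of coculture with NRVCM and 3 carried RNA of SC sorted after 48 h of monoculture, each from its own culture experiment. According to the paper's methods, monoculture wells held more hematopoietic SC than coculture wells at the same total number of cells, so the number of SC per well differed together with coculture. The authors averaged the beads of each probe after removing outlier beads and normalized the arrays with a quartile-normalization algorithm. The deposited values are on the log2 scale, run from 5.81 to 14.85 and have the same distribution on all 6 arrays. From there, the difference between the group means of each of the 46628 probes was tested with limma's empirical Bayes test and adjusted by Benjamini and Hochberg over all probes. A probe counted as higher or lower at an adjusted p under 0.05 and a difference of more than 1.5-fold. The background of each array was set at the brightest of 22 probes for reporter and vector sequences, which gave log2 signals of 6.57 to 6.71. This limit was chosen after the values were seen, and brighter control probes, such as the one for the c-Myc tag, were not used. At this limit, 21605 probes were at background on all 6 arrays. A gene at background on all 3 arrays of a group is given as at least N-fold higher or lower. The deposited values carry probe names without gene symbols. Gene IDs inside the probe names gave symbols to 9796 probes of 8102 genes, and 36773 probes stayed without a name. A further 59 probes were named because their fold change and adjusted p equal those of a gene in Table 1 or Table S1, so for these genes the fold change is no independent result. With 3 arrays per group, the number of arrays limits the precision.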

Bayes analysis of the raw data revealed 3014 differentially regulated transcripts. 

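MHC, cytokine signaling and lipid genes were among the named genes with the largest differences between cocultured and monocultured SC that passed the test. H2-D1, an MHC class I gene, was at background on all 3 monoculture arrays and at least 49.8-fold higher in coculture (adjusted p = 0.00027). H2-Ea, an MHC class II gene, had a log2 signal of 11.20 ± 1.90 (SD, n = 3) in coculture and 6.66 ± 0.07 (SD, n = 3) in monoculture. C57BL/6 mice, the strain the paper names, do not transcribe H2-Ea, so its signal may not be a response of the SC. For H2-D1, another MHC haplotype of the mice used for coculture cannot be told apart from an effect of NRVCM. Thy1, a surface protein of T cells and progenitors, was higher by a log2 fold change of 3.20 (standard error 0.19, adjusted p = 0.0011). Cish, a feedback inhibitor of cytokine receptors, was higher by 2.69 (standard error 0.36), and the protease gene Ctse was higher by 2.57 (standard error 0.37). Socs3, Il1b, Fn1, Ccl12 and H2-Q6 complete the 10 largest rises of named genes at an adjusted p under 0.05. H2-Ea, Thy1, Socs3, Il1b, Fn1 and Ccl12 have a name only because the paper's tables list them as upregulated. No fall could gain a name in this way, so the kinds of genes among the rises partly follow from the paper's choice. Igf1, a growth factor, had a log2 fold change of -4.11 (standard error 0.26, adjusted p = 0.0012). The lipoprotein lipase gene Lpl (-3.33, standard error 0.11) and Nr1h3, a nuclear receptor of cholesterol metabolism (-3.47, standard error 0.15), also fell. Cadm1, an adhesion molecule, was at background in coculture and at least 5.95-fold lower. Gpnmb, Gdf15, Fabp3, Il7r, C77080 and Plpp3 complete the 10 largest falls at this threshold. Over all probes, 3014 passed an adjusted p under 0.05 in limma, 1514 of them higher and 1500 lower in coculture. This number fell to 1502 without coculture replicate 1 and to 1382 without monoculture replicate 1. H2-Ea passed with all arrays (adjusted p = 0.032) but not without coculture replicate 2 (adjusted p = 0.076) or without monoculture replicate 1, 2 or 3 (adjusted p = 0.11, 0.088 and 0.086).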

Genes were considered differentially regulated, when up- or downregulation exceeded 50%. Regulation status in the scatter blot is colour coded. Upregulated genes appear red, downregulated genes blue and genes with no differential regulation are represented by black dots. 1500 were significantly (p < 0.05) and more than 1.5 fold upregulated (Figure 3A), whereas 1514 were significantly downregulated (less than 0.5 fold). 

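Some of the named genes of the cell cycle, glycolysis and cholesterol synthesis were higher in cocultured SC, and some macrophage and growth factor genes were lower. Of 14 named genes of DNA replication in S phase, 7 rose and none fell (7 when adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, had a log2 fold change of 1.15 (standard error 0.08, adjusted p = 0.0017), and the replication helicase gene Mcm7 one of 1.01 (standard error 0.13). Of 13 named genes of G2 and mitosis, 8 rose and none fell (9 higher when adjusted over the list alone), among them Cdc20 at 1.37 (standard error 0.19) and the mitotic kinase gene Plk1 at 1.25 (standard error 0.15). Mki67 did not pass (0.63, adjusted p = 0.107). Of 18 named genes of hypoxia and glycolysis, 9 rose and none fell (10 higher when adjusted over the list alone). Egln3, an oxygen sensor, had a log2 fold change of 2.12 (standard error 0.30), and the glycolytic enzyme gene Eno1 one of 1.33 (standard error 0.12). Gapdh, another glycolytic enzyme, did not pass (-0.09, adjusted p = 0.38). Of 17 named genes of cholesterol synthesis, 5 rose and none fell (7 higher when adjusted over the list alone), with Acat2 at 1.21 (standard error 0.12). Of 13 named monocyte and macrophage genes, 4 fell and none rose (6 lower when adjusted over the list alone). Gpnmb, a macrophage glycoprotein, had a log2 fold change of -4.63 (standard error 0.69), the lysosomal Cd68 one of -2.06 (standard error 0.26) and Mertk, a receptor for apoptotic cells, one of -1.59 (standard error 0.20). Lyz2 did not pass (-0.14, adjusted p = 0.31). Of 11 named growth factor genes, 3 fell and none rose (3 lower when adjusted over the list alone), namely Igf1, Gdf15 and Pdgfa, the last by a log2 fold change of -2.03 (standard error 0.20).

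**Figure D1:**
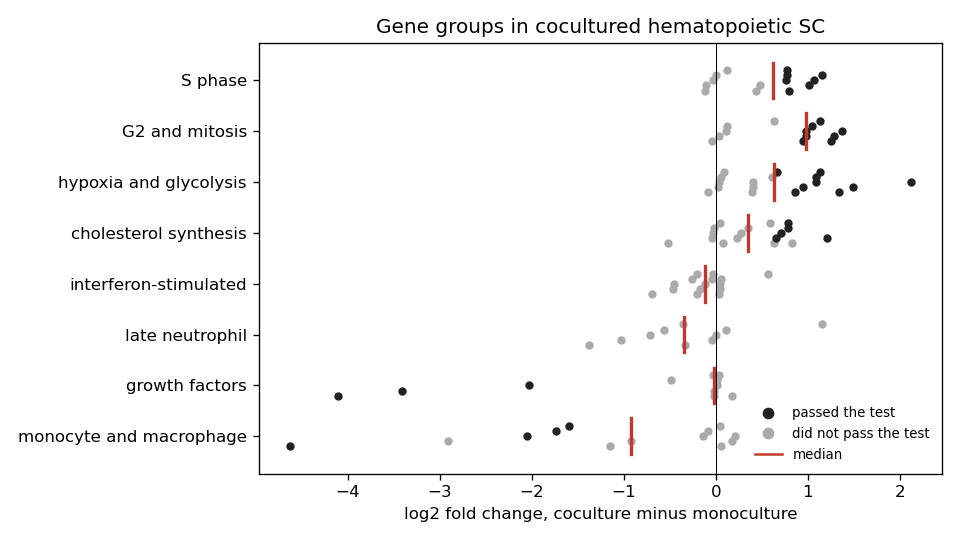
Log2 fold change, coculture minus monoculture, of the named genes of 8 gene groups, 1 point per gene, with the median of each group as a red line. Points in black passed the test, and points in grey did not. The median was 0.98 for genes of G2 and mitosis and -0.92 for monocyte and macrophage genes.

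By limma's camera test, the adjusted p was 3.00e-05 for the S phase genes, 4.35e-07 for those of G2 and mitosis, 8.35e-08 for hypoxia and glycolysis, 0.0031 for cholesterol synthesis, 0.0031 for monocytes and macrophages and 0.034 for growth factors. None of these groups passed with an estimated correlation, which gave an adjusted p of 0.26 for both cell cycle groups, hypoxia and growth factors, 0.44 for cholesterol synthesis and 0.51 for macrophages. By fry, the genes of cholesterol synthesis (adjusted p = 0.051) and of macrophages (adjusted p = 0.098) did not pass, and the other 4 groups did. Without coculture replicate 2, the growth factors did not pass camera (adjusted p = 0.107), and their median was only -0.02 with all arrays. Gpnmb and Egln3 did not pass without monoculture replicate 1 (adjusted p = 0.063 and 0.056). Over all probes, 806 were more than 1.5-fold higher and 898 more than 1.5-fold lower in coculture at an adjusted p under 0.05. Of the lower ones, 395 were under 0.5-fold. The sum of 1704 fell to 1073 without coculture replicate 1 and to 1021 without monoculture replicate 1.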

Next, resulting data were normalized and displayed in heat maps, revealing highly reproducible results within groups and a low variance between microarray hybridizations (Figure 3B). 

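Arrays of the same group were more alike than arrays of different groups. Pearson's r across probes was 0.987 to 0.991 between the 3 coculture arrays, 0.990 to 0.993 between the 3 monoculture arrays and 0.967 to 0.977 between arrays of different groups. Probes of an array are not independent replicates. The median SD of a probe above background was 0.13 on the log2 scale in coculture and 0.11 in monoculture (n = 3 each). Some genes varied much more between the coculture arrays. Gpnmb had a log2 signal of 9.69 ± 1.50 (SD, n = 3) in coculture and 14.32 ± 0.09 (SD, n = 3) in monoculture. Apoe, an apolipoprotein of macrophages, had 9.47 ± 1.55 in coculture and 12.38 ± 0.35 in monoculture, and did not pass the test (adjusted p = 0.075). The class II chaperone gene Cd74 had 12.34 ± 1.07 in coculture and 13.09 ± 0.25 in monoculture. The Y-linked genes Eif2s3y and Kdm5d were above background only on the array of coculture replicate 2. The leading principal component, over all probes, held 63.9% of the variance.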

We hypothesized that the close interaction of hematopoietic SC with NRVCM may lead to differential regulation of genes that promote survival of NRVCM via inhibition of apoptosis. Therefore, further processing of data generated from the microarray analysis focused on upregulated genes with secretable products that interfere with apoptotic pathways. We used two different databases (LOCATE, PANTHER) to identify candidate genes that met these criteria. Thereby, we were able to restrict our list to 8 genes. Specifically, CXCL 1, CCL 6, CCL 12, EGFL 7, FN 1, GJA 5, MIF and TIMP were shown to be not only significantly upregulated in our microarray analysis but also fulfilled our above mentioned prerequisites. 

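All 8 genes, which the study chose as higher on these samples, were higher in cocultured SC. Fn1, the gene of the matrix protein fibronectin, had a log2 signal of 9.57 ± 0.50 (SD, n = 3) in coculture and 7.20 ± 0.63 (SD, n = 3) in monoculture, a 5.16-fold difference (adjusted p = 0.017). The chemokine gene Cxcl1 was 4.42-fold higher (adjusted p = 0.0493) and Ccl6 3.04-fold higher (adjusted p = 0.0101). Ccl12, a further chemokine gene, was at background on all 3 monoculture arrays and at least 3.94-fold higher in coculture (adjusted p = 0.0288). Egfl7, a secreted factor of endothelial cells, was 4.18-fold higher (adjusted p = 0.0019), and a further Egfl7 probe was 3.10-fold higher. Mif, a cytokine, was 2.38-fold higher on the probe of Table S1 (adjusted p = 0.0387) and 2.82-fold higher on its other probe (adjusted p = 0.0045). Gja5, which encodes connexin 40, was at background in monoculture and at least 1.39-fold higher in coculture (adjusted p = 0.0015), while its other probe was near background with a log2 fold change of 0.02 (adjusted p = 0.93). For TIMP, the metalloproteinase inhibitor gene Timp1 was 2.71-fold higher (adjusted p = 0.0376). Timp2 and Timp3 did not pass, with log2 fold changes of -1.37 (adjusted p = 0.094) and -1.79 (adjusted p = 0.0501).

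**Figure D2:**
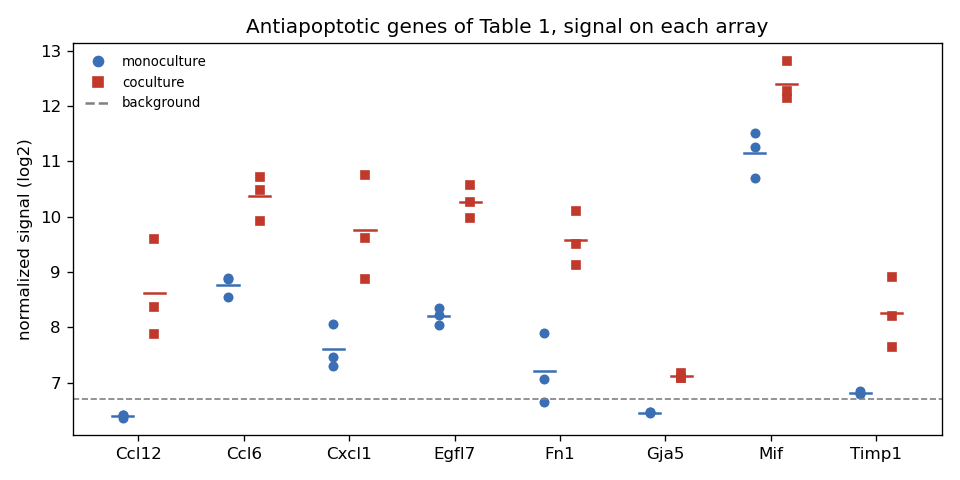
Normalized log2 signal of the 8 genes on each array, with monoculture as circles, coculture as squares and a bar at each group mean (n = 3 each). The dashed line is the brightest background of the 6 arrays. Every coculture array lies above every monoculture array for each gene. The study chose these genes as higher on the same samples, and all 1704 probes that passed both thresholds are separated in this way.

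Ccl12, Ccl6, Egfl7, Fn1, Timp1 and the first Mif probe were identified by the fold change and adjusted p that the paper's tables give. The adjusted p values are from limma. Fewer of the 8 genes passed when an array was left out: 3 without monoculture replicate 1 or 2, 4 without monoculture replicate 3, 5 without coculture replicate 1 and 6 without coculture replicate 2 or 3. These counts take Mif on the probe of Table S1, which failed each time. With the other Mif probe, whose fold change is that of Table 1, each of these counts is higher by 1. Ccl6, Egfl7, Gja5 and this other Mif probe passed in all 12 alternative settings, and Cxcl1 and the Mif probe of Table S1 in 5 of them. The paper chose these genes as upregulated and, by database records, as having secretable products that act on apoptotic pathways. Its real-time PCR, described below, found significant upregulation of CCL12, GJA5, MIF and fibronectin. For CXCL1, CCL6, EGFL7 and TIMP it found only a trend. Its ELISA found more CCL12 in coculture supernatants.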

A more detailed list is provided in table 1. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [18] and are accessible through GEO Series accession number GSE21098 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? token = vvyhramgioykypi&acc = GSE21098). 

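Genes of the heart lineage that could be read on the arrays did not differ between cocultured and monocultured SC by the test used. Mef2c, a transcription factor of early heart and of blood cells, had a log2 signal of 8.36 ± 0.13 (SD, n = 3) in coculture and 8.42 ± 0.24 (SD, n = 3) in monoculture. Its log2 fold change was -0.06, with a 95% confidence interval from -0.37 to 0.25 (adjusted p = 0.897 in limma). Tbx5, a transcription factor of the heart field, lay close to background, with a log2 fold change of -0.04 and an interval from -0.13 to 0.06. Fgf10, a growth factor of the second heart field, was at background in monoculture and had a mean log2 signal of 6.55 in coculture. Gata4 and Myh6, the gene of alpha-MHC, were at background on all 6 arrays, so no fold change is given for them. None of these 5 genes passed when adjusted over the list alone, none had an unadjusted p under 0.05, and the group passed neither camera (adjusted p = 0.877) nor fry (adjusted p = 0.784). No probe could be named for Nkx2-5, Hand1, Isl1, Tnnt2, Actn2, Tnni3 or Kdr, which encodes Flk-1, so these genes were not analysed here.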

Interestingly, we found no evidence for any transdifferentiation of hematopoietic SC towards a cardiac lineage. Consistently, early cardiac-specific transcripts like Nkx2-5, MEF2C, GATA4, markers of the primary heart field like Tbox5 and Hand1 or secondary heart field such as Isl1 and Fgf10, were not found to be differentially expressed, neither were later cardiac specific transcripts like alpha-MHC, Troponin-T, alpha-actinin, and Troponin-I. Flk-1, which is known to be a marker for multilineage mesoderm progenitor cells, was not differentially expressed as well. In addition, these findings confirm the high purity of our cell separation, resulting in no measurable contamination of hematopoietic SC with NRVCM RNA.

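Abundant genes of heart muscle were not higher in cocultured SC. Of 34 such genes, 9 could be named, of which none rose and 1 fell (the same when adjusted over the list alone). The gene that fell was Fabp3, a fatty acid binding protein, with a log2 fold change of -3.40 (standard error 0.13). Its mean log2 signal was 10.15 in monoculture, without NRVCM, so its fall is no measure of heart muscle RNA. Mybpc3, a myosin binding protein, had a log2 fold change of 0.21 (adjusted p = 0.26), and the calcium pump gene Atp2a2 one of 0.07 (adjusted p = 0.80). The beta-myosin gene Myh7 was at background on all 6 arrays. The median log2 fold change of the 9 genes was -0.02, with a bootstrap 95% interval from -0.63 to 0.07, and their camera test gave an adjusted p of 0.285. Of the 9 genes, 4 were at background on all 6 arrays, among them Myh6, whose value is this median. Of 19 named genes of heart fibroblasts and their matrix, 1 rose and none fell (1 higher and 1 lower when adjusted over the list alone). This was Col5a1, a collagen gene, with a log2 fold change of 0.99 (standard error 0.10). The main fibroblast collagen genes Col1a1 and Col3a1 were at background on all 6 arrays, and the median of the 19 genes was 0.05. In all, 12 of the 19 were at background on all 6 arrays, so this median says little about the others. Of 5 named endothelial genes, Egfl7 rose and Pecam1 did not pass (-0.52, adjusted p = 0.19). The arrays carry mouse probes, so rat RNA is read only where it cross-hybridizes. By fry, which asks whether the genes of a list move on balance in 1 direction, the heart muscle genes were lower (adjusted p = 0.0067).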

**Figure 3:**
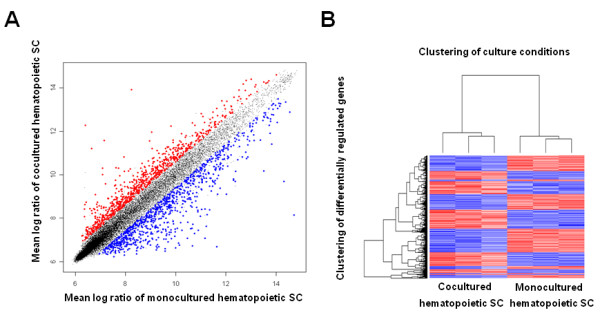
**displays the microarray analysis of cocultured hematopoietic SC.** (**a**) Scatter plots showing the log ratios of the means of differentially regulated transcripts in cocultured hematopoietic SC plotted against monocultured hematopoietic SC. Red dots represent upregulation, blue dots downregulation. (**b**) Heat map displaying 3014 differentially regulated transcripts. Red colour represents upregulation, blue colour downregulation.

**Table 1:** Differentially regulated antiapoptotic genes in cocultured hematopoietic SC detected by microarray analyses

**Symbol**	**Gene-Name**	**Fold-Change**	***p*-Value**
**CCL6**	Chemokine (C-C motif) ligand 6	3.04	0.01
**CCL12**	Chemokine (C-C motif) ligand 12	4.65	0.029
**CXCL1**	Chemokine (C-X-C motif) ligand 1	4.42	0.049
**EGFL7**	EGF-like domain 7, transcript variant c	4.18	0.002
**FN1**	Fibronectin 1	5.16	0.017
**GJA5**	Gap Junction membrane channel protein alpha 5	1.57	0.001
**MIF**	Macrophage migration inhibitory factor	2.82	0.004
**TIMP**	Tissue inhibitor of metalloproteinase	1.44	0.004

Moreover, our number of differentially regulated genes in the microarray analysis was rather high. We have therefore added a list of genes that had an adjusted p-value of <0.05 and an upregulation of more than 1.5-fold. Next, we used DAVID Bioinformatics Ressources v6.7 to functionally annotate our transcripts via Gene Ontology [19,20]. We selected transcripts with the following Gene Ontology terms for further analysis: Apoptosis, Angiogenesis, Proliferation, Heart development, Immune response, Cell migration, Cell growth. These genes were classified according to their biological function. This list is added to the manuscript as Additional file 2: Table S1.

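Apoptosis and proliferation were the largest groups of Table S1, and all 88 genes of the table were higher in coculture at an adjusted p under 0.05, by more than 1.5-fold between the group means. Against background, Gja5, Enah and the H2-Q5 probe of the table, all at background in monoculture, have lower bounds under 1.5-fold. The study chose these genes on the same samples, so this count is not independent evidence of their direction. The group labelled apoptosis held 39 genes, among them Cxcl1, Ccl12, Egln3 and Egfl7. The group labelled proliferation held 27 genes. Of these, Ccnd2, which encodes cyclin D2, had a log2 fold change of 1.91 (standard error 0.20), the homeodomain gene Hopx one of 1.87 (standard error 0.11) and Igfbp4, a binding protein of insulin-like growth factors, one of 1.64 (standard error 0.11). Igfbp7, a related gene, had 1.91 (standard error 0.38). Of the 7 genes labelled cell migration, Lamc1, a laminin chain, had a log2 fold change of 1.29 (standard error 0.25) and Lbp, which binds lipopolysaccharide, one of 1.03 (standard error 0.11). Gja1, a connexin gene, stood alone under cell growth, with 1.47 (standard error 0.25), and Egln1, an oxygen sensor, alone under heart development, with 0.86 (standard error 0.09). Enah, a regulator of actin filaments, was the gene of cell motion, at background in monoculture and at least 1.24-fold higher in coculture. It failed in 6 of 12 alternative settings, and the brighter Enah probe had a log2 fold change of 0.02 (adjusted p = 0.92). A further 32 probes, of 26 of the genes, could be named by their gene ID. Of these probes, 14 were higher, 1 was lower and 17 did not pass. Of the 88 genes, 45 passed without monoculture replicate 1, 50 without coculture replicate 1 and 58 without monoculture replicate 2. Igfbp7, Gja1 and Lamc1 were among those lost without coculture replicate 1, monoculture replicate 1 or monoculture replicate 2.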

### Confirmation of microarray data by real-time PCR

We used quantitative Real-Time PCR to verify differential expression of selected genes in cocultured and monocultured hematopoietic SC. We primarily focused on genes with potentially secretable and antiapoptotic products for which an upregulation was predicted by our microarray data. Thereby we were able to show that coculture of hematopoietic SC with NRVCM for 48 h leads to an 14.8 fold upregulation of the chemokine (C-C motif) ligand 12 (CCL12) (*p* < 0.05), whereas expression of the gap junction membrane channel protein alpha 5 (GJA5, Connexin 40) was 4.5 fold induced (*p* < 0.05 versus control). Furthermore, real-time data revealed a significant 1.8 fold upregulation of the macrophage migration inhibitory factor and a 5.6-fold overexpression of Fibronectin in conditioned hematopoietic SC (*p* < 0.001) (Figure 4A). In contrast, we could not confirm significant differential expression of CXCL1, CCL 6, EGFL 7 or TIMP by real-time PCR, although the trend of their differential expression was consistent with the microarray data (p > 0.05).

**Figure 4:**
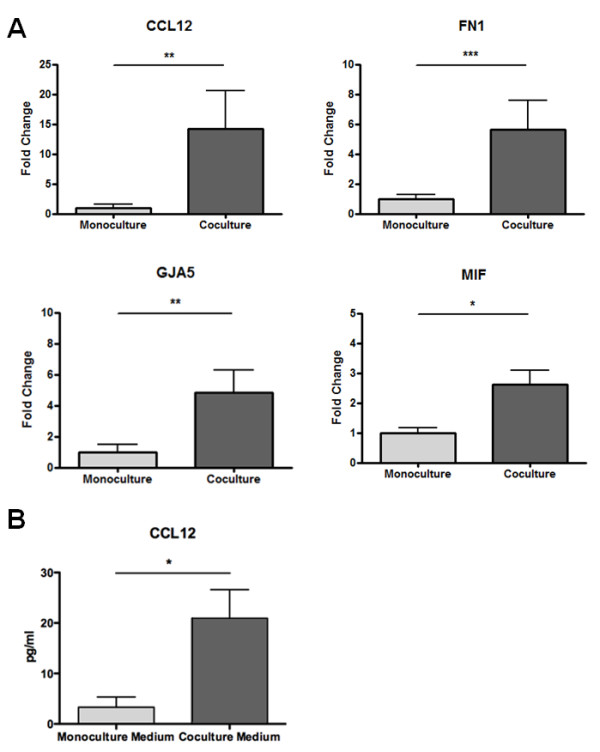
**demonstrates that coculture with NRVCM leads to overexpression of antiapoptotic factors in hematopoietic SC.** (**a**) CCL-12, FN-1, GJA-5 and MIF mRNAs are upregulated in cocultured hematopoietic SC (n = 8). Levels of significance *p < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**b**) ELISA from concentrated cell culture supernatants show higher CCL-12 levels in coculture supernatants compared to monoculture supernatants (n = 3). Level of significance *p < 0.05.

### Antiapoptotic proteins are elevated in supernatants of cocultured hematopoietic SC

We initially hypothesized that cocultured hematopoietic SC express antiapoptotic proteins that may exert beneficial effects on NRVCM survival via a paracrine mechanism. We therefore collected and analyzed supernatants of several coculture experiments for increased levels of proteins identified in the microarray experiments. We measured the concentration of CCL12 in concentrated supernatants of three independent mono- and coculture experiments by ELISA. Thereby we were able to show that the CCL12 concentration is indeed significantly elevated in concentrated supernatants collected under coculture conditions when compared to monoculture experiments (21 pg/ml vs. 3,3 pg/ml; *p* < 0.05) (Figure 4B).

### Coculture with hematopoietic SC leads to inhibition of NRVCM apoptosis

Since our findings demonstrated that coculture of hematopoietic SC with NRVCM leads to an overexpression of secretable antiapoptotic proteins in SC, we were next asking whether these findings also translated into a reduced apoptosis rate in cocultured NRVCM. In order to address this question we repeated our coculture experiments with PI-/Annexin-V-staining. After 48 h of coculture and monoculture, we used APC-conjugated Annexin-V and PI to identify the fraction of apoptotic cells (Annexin V positive, PI negative) within the population of cocultured NRVCM (CFDA-/APC+/PI-) in comparison to identically stained NRVCM in monoculture. Indeed, coculture with hematopoietic SC cuts the number of apoptotic NRVCM by half when compared to monocultured NRVCM (12% vs. 24%; *p* < 0.05; n = 5) (Figure 5).

**Figure 5:**
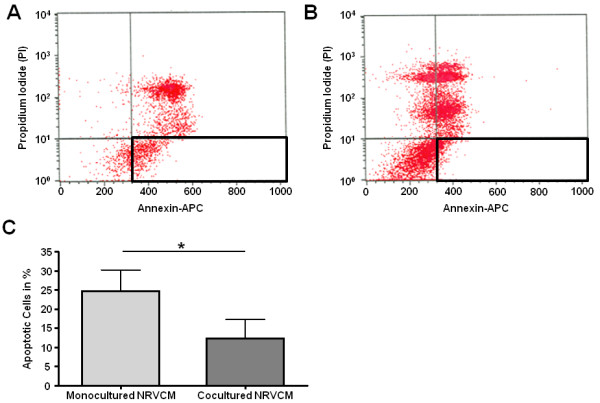
**confirms that coculture with hematopoietic SC inhibits apoptosis in NRVCM.** NRVCM were stained with Annexin-V-/Propidiumiodid and analyzed for apoptosis after coculture (**a**) or monoculture (**b**). Analysis of five experiments reveal significant less apoptotis in cocultured NRVCM (Annexin-V-positive, PI-negative cells) (**c**). All values are expressed as means +/− SEM. Level of significance: *p < 0.05.

### Antiapoptotic effects are mediated via activation of the AKT/PKB pathway

Finally, we sought to begin to investigate the underlying molecular mechanism that mediates antiapoptotic signals in cocultured NRVCM. In this context, it has been shown before that CCL 12, FN-1 and MIF can trigger phosphorylation of the antiapoptotic protein AKT via activation of PI3K [21-23]. We therefore tested the hypothesis that inhibition of apoptosis in cocultured NRVCM is related to an increased phosphorylation of AKT induced by factors secreted from hematopoietic SC in a paracrine manner. Hence, we used concentrated cell culture supernatants of several NRVCM/hematopoietic SC coculture and hematopoietic SC monoculture experiments to stimulate NRVCM that were held in a monoculture for 48 h. Densitometry of western-blots was utilized to compare the activation of selected signal transduction cascades. We found the anti-apoptotic AKT/PKB-pathway being significantly higher activated (ratio of Phospo-Akt473 to Akt) after stimulation with coculture medium compared to monoculture medium (5.2 vs. 3.2 arbitrary units, *p* < 0.01) (Figure 6). These findings suggest that survival of NRVCM that are held in a coculture with hematopoietic SC is improved by paracrine activation of the AKT/PKB signal transduction cascade.

**Figure 6:**
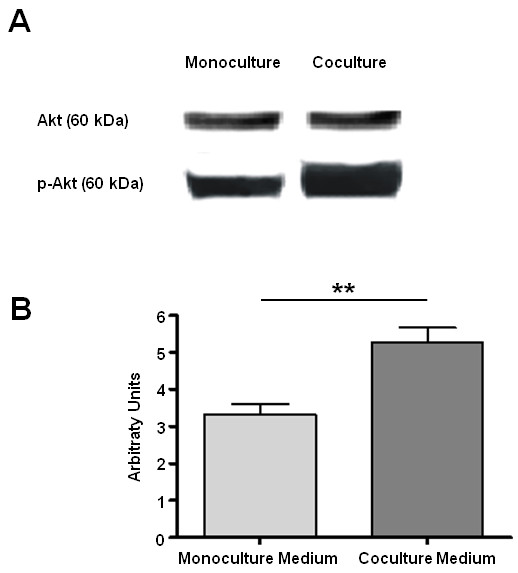
**reveals that antiapoptotic effects are mediated in an AKT dependent manner.** Western-Blot analysis shows that stimulation with concentrated coculture medium (n = 3) leads to higher AKT phosphorylation in NRVCM compared to stimulation with concentrated monoculture medium (n = 3) (**a**). Densitometric analysis reconfirms the significant difference in AKT phosphorylation (**b**). All values are expressed as means +/− SEM. Level of significance: *p < 0.05, **p < 0.01.

## Discussion

Despite the fascinating idea of myocardial regeneration by undifferentiated precursor cells, the observed clinical effects of cellular cardiomyoplasty so far are rather modest and the underlying molecular mechanisms still remain unclear. One of the proposed mechanisms is the secretion of paracrine factors by SC that can modify cardioprotective signaling. The identification of these cytokines would be of high clinical relevance, since it may offer the possibility to establish new therapeutic options after myocardial infarction.

We thus hypothesized that a systematic analysis of the differential gene expression of hematopoietic SC after coculture with NRVCM may lead to the recognition of some of these factors. We here demonstrate that cell-cell interaction with NRVCM indeed results in an upregulation of secretable antiapoptotic proteins in hematopoietic SC which in turn improved NRVCM survival by paracrine pathways.

We used a genomic approach to identify genes overexpressed in hematopoietic SC after coculture with NRVCM. In the search of factors with therapeutic potential after myocardial infarction we restricted our analysis to genes that are not only significantly upregulated but also encoded for secreted or membrane-bound proteins. Moreover, we finally selected proteins that are also known to interfere with antiapoptotic signaling. Using such a systematic approach we were able to narrow down an initial list of 3014 differentially regulated genes to 8 genes. Biological validation of our microarray data by Real-Time PCR confirmed significant results for CCL-12, MIF, FN-1 and GJA-5, while there was only a strong trend towards upregulation for CXCL1, CCL 6, EGFL 7 and TIMP. Hence, our results demonstrate that coculture with NRVCM leads to a change in the secretome of hematopoietic SC.

Chemokine ligand 12 (CCL-12) is a small cytokine belonging to the C-C motif chemokine family. It is also known as monocyte chemotactic protein 5 (MCP-5) or as MCP-1 related chemokine. CCL-12 has been previously shown to be constitutively expressed in lymph nodes and thymus under basal conditions [24,25]. CCR2 is the receptor for CCL-12, which is not only expressed on monocytes and activated lymphocytes, but can also be found on cardiomyocytes [26]. Several experimental studies in rat neurons and murine lymphocytes indicated that stimulation of CCR2 can result in PI3K-dependent phosphorylation of AKT [27]. Thus, the increased phosphorylation of AKT observed in cocultured NRVCM may at least in part be explained by the paracrine action of CCL-12.

Another interesting candidate found upregulated in our experiments is the macrophage migration inhibitory factor (MIF). MIF is a pleiotropic cytokine which regulates the release of other pro-inflammatory cytokines and therefore is of great importance in mediating inflammatory responses [28]. MIF is known to be expressed and released upon stimulation from preformed storage pools by several cell types, including macrophages/monocytes, vascular smooth muscle cells and cardiomyocytes [29-31]. It has been shown that signal transduction of extracellular MIF involves a receptor tyrosine kinase (RTK)-like complex [32], promoting the activation of the PI3K/Akt pathway and cellular survival [22]. The biological relevance of this pathway has also been shown in the heart. Miller et al. demonstrated that MIF protects the rat heart from ischemia-reperfusion injury by stimulation of AMP-activated protein kinase (AMPK) in an autocrine manner [33]. Taken together, our results indicate that coculture of hematopoietic SC with NRVCM lead to an enhanced secretion of MIF by SC which may in turn protect NRVCM from apoptosis via phosphorylation of Akt in a paracrine manner.

Furthermore, it has become increasingly clear that interactions between extracellular matrix proteins and integrins not only mediate cell adhesion but also generate signals that play an important role in promoting cell survival [34]. Of note, Fibronectin (FN), one of the extracellular adhesive glycoproteins involved in these processes, was also found to be differentially regulated in our coculture experiments. FN is considered to provide survival signals for many cell types through its RGD motif that predominantly interacts with ß_1_-integrins, including α_3_β_1_ and α_5_β_1_ integrins [35]. The latter integrin was identified as an important regulator of apoptosis and is also expressed in cardiomyocytes [36-38]. Moreover, it has been repeatedly demonstrated that downstream signaling of α_5_β_1_ integrin involves a PI3K-dependent phosphorylation of AKT [23,39]. We therefore hypothesize that coculture-induced overexpression of FN in hematopoietic SC also contributes to the protection of NRVCM against proapoptotic stimuli by an integrin mediated activation of the PI3K/AKT pathway.

Finally, our results demonstrated that Gap junction protein-5 alpha (GJA-5) is significantly upregulated in hematopoietic SC after coculture with NRVCM. GJA-5, which is also known as Connexin 40, plays an important role in the formation of gap junctions that are clusters of intercellular channels consisting of a hexameric assembly of proteins. These gap junction channels can link neighboring cells and thereby provide the molecular framework of intercellular communication [40]. Moreover, it has been shown that in a variety of cells overexpression of Connexin 40 leads to increased resistance against several types of injury including calcium overload and oxidative stress. Surprisingly, the protective activity of connexin proteins was found to be independent of gap junction channel function [41]. Our finding of GJA-5 overexpression in conditioned SC may thus also contribute to improved intercellular connections between cocultured cells and/or increased resistance against cellular injury.

Thus, at least to our knowledge, we here demonstrate for the first time a systematic analysis of the differential gene expression in adult hematopoietic SC modified by a coculture with NRVCM. Our results show that a direct interaction of hematopoietic SC with NRVCM leads to an overexpression of antiapoptotic proteins in adult hematopoietic SC which may improve NRVCM survival in a paracrine manner. These data are in line with previous reports. The Dzau group showed that cell culture medium conditioned by hypoxic mesenchymal SC that were transduced with an Akt-1 overexpressing retrovirus reduced apoptosis and necrosis in isolated NRVCM [42]. As the putative underlying mechanism the same group presented data that revealed upregulation of potentially cytoprotective molecules such as VEGF, FGF, HGF or IGF in hypoxic and genetically modified mesenchymal SC [11]. Other groups have confirmed the paracrine effects of bone marrow derived SC on ischemic CM [43,44]. Uemura et al. demonstrated that hypoxia induced apoptosis of CM could be reduced by coculture with bone marrow derived mesenchymal SC. Since VEGF, bFGF, IGF and SDF-1 were found in the supernatant of mesenchymal SC culture, this group also argued for a paracrine mediated effect [45]. Similar results were also reported in a clinical setting. Korf-Klingebiel et al. used blood samples from 15 patients with acute myocardial infarction and isolated unselected nucleated bone marrow cells (BMSCs) and peripheral blood leukocytes (PBL). Cells were cultured to obtain conditioned supernatants. Cell culture medium of both cell types synergistically induced angiogenesis in a mouse aortic ring assay and protected rat CM from cell death induced by ischaemia followed by reperfusion [46].

How do our results fit into this context? We believe that our experimental approach is closer to the clinical setting, where bone marrow cells may directly interact with CM. While the above cited papers examined the generation of cytoprotective factors in various types of SC under monoculture conditions, we developed a coculture model that gave us the possibility to systematically analyze the differential gene expression in hematopoietic SC modified by direct interaction with NRVCM. We and others have shown that systemically infused or intramyocardially injected hematopoietic SC are to some extent retained in the ischemic myocardium [14,47]. Based on the results presented in this study we propose that a direct interaction with NRVCM induces the expression of antiapoptotic proteins in myocardially retained hematopoietic SC which in turn may contribute to the beneficial effects of cellular cardiomyoplasty. Of note, we also found several genes differentially regulated that play a role in other potentially cardioprotective pathways such as angiogenesis and immune response. Thus, it seems likely that in vivo additional mechanisms contribute to the effects of hematopoetic stem cells.

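MHC class I genes went both ways in cocultured SC. The groups of Table S1 labelled angiogenesis and immune response held 16 and 25 genes, all higher in coculture on the probes of the table because the study chose them so on these samples. Il1b, the gene of a proinflammatory cytokine, had a log2 fold change of 2.42 (standard error 0.16, adjusted p = 0.0014 in limma). Socs3, a feedback inhibitor of cytokine receptors, had 2.58 (standard error 0.19, adjusted p = 0.0018). Of the matrix genes labelled angiogenesis, the proteoglycan gene Vcan had 1.68 (standard error 0.33, adjusted p = 0.036) and the collagen gene Col4a2 had 1.09 (standard error 0.22, adjusted p = 0.037). Of 16 named genes of MHC class I and its peptide loading, 3 rose and 4 fell (3 and 4 when adjusted over the list alone). Next to H2-D1, H2-Q6 had a log2 fold change of 2.17 (standard error 0.28) and H2-Q7 one of 0.72. The genes that fell were H2-K1 at -1.45 (standard error 0.27), H2-Q5 at -1.06, H2-Q2 at -0.83 and H2-T23 at -0.77. H2-Q5 has another, dimmer probe in Table S1, which was higher, so its probes went opposite ways. Another MHC haplotype of the mice used for coculture was not excluded, so these rises and falls of H2 genes may not be a response of the SC. H2-Q7 failed in 6, H2-K1 in 5 and H2-T23 in 3 of the 12 alternative settings. Of 15 named interferon-stimulated genes, none passed both thresholds (1 lower when adjusted over the list alone), 5 had an unadjusted p under 0.05, and their median log2 fold change was -0.11. This leaves out genes named only by Table S1, which are all higher by selection. Among those were the interferon-induced Gbp3, Gbp7 and Ifitm3, with log2 fold changes of 0.96, 1.13 and 0.89. Of 9 named chemokine and cytokine genes, Cxcl1 and Mif rose and none fell (2 higher and 1 lower when adjusted over the list alone), not counting genes named only by Table S1. Camera gave an adjusted p of 0.877 for the class I genes, 0.154 for the interferon-stimulated genes and 0.158 for the chemokines, which passed fry as higher (adjusted p = 0.038). Vcan and Col4a2 did not pass without coculture replicate 1 or without any monoculture replicate (adjusted p up to 0.13 and 0.12), and 2 further Vcan probes, with log2 fold changes of 1.31 and 0.93, did not pass with all arrays.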

Some limitations of our work need further appreciation. For several reasons we preferred a genomic approach to systematically analyze the effects of coculture on adult hematopoietic SC. Compared to a proteomic approach a genomic approach is technically less demanding, more comprehensive and offers the possibility to detect new genes with previously unknown effects in SC therapy. On the other hand, a genomic approach can overlook important posttranscriptional events such as alternative splicing. Furthermore, it was beyond the scope of this study to analyze the therapeutic potentials of novel cytoprotective factors. Further studies will be needed to determine the therapeutic potentials of overexpressing factors such as CCL-12, MIF, FN or GJA-5. Finally, despite the high degree of purification of hematopoetic stem cells in our experimental setting, we cannot exclude that other cell types, e.g. macrophages, also contribute to the observed effects.

## Conclusion

In summary, we here present for the first time a comprehensive analysis of the gene expression program of hematopoietic SC after coculture with NRVCM. Thereby we were able to demonstrate that the direct interaction of hematopoietic SC with NRVCM leads to an upregulation of secretable and/or membrane bound antiapoptotic proteins which in turn improve NRVCM survival in a paracrine manner. Further studies will have to show whether the use of single cytoprotective factors can achieve similar results compared to cellular therapy after myocardial infarction.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MR participated in conception and design of the study, collected and assemblied study material or patients, analyzed and interpreted data and drafted the manuscript. ML and CK participated in conception and design of the study, collected and assemblied study material or patients, analyzed and interpreted data. RW and VE also helped in the analysis and interpretation of experimental data. JK participated in the Collection/Assembly of study material or patients. HK participated in the design of the study and helped to draft the manuscript. Finally NF also helped to conceive the study design, analyzed and interpreted data and drafted the manuscript. All authors read and approved the final manuscript.

## Funding

This work was supported by internal funds of the University of Heidelberg and Kiel.

## Supplementary Material

Additional file 1 Processing of conditioned SC, NRVCM and supernatants is described in the supplementary methods section. Click here for file

Additional file 2 Table S1.Additional differentially regulated genes in cocultured hematopoietic SC listed according to their potential protective biological function. Click here for file

# Supplementary material for: Coculture with hematopoietic stem cells protects cardiomyocytes against apoptosis via paracrine activation of AKT
**Source:** J Transl Med. 2012 Jun 6;10:115. doi: 10.1186/1479-5876-10-115
**Supplement:** Additional file 1 — Processing of conditioned SC, NRVCM and supernatants is described in the supplementary methods section.

**RNA isolation, purification and analysis**

Total RNA was isolated from conditioned and control lin-/c-kit+ stem cells using the TRIzol reagent (Invitrogen, Germany), according to the manufacturer’s protocol. RNA was resuspended in DEPC–treated H2O (Sigma). RNA integrity and purity were electrophoretically verified by ethidium bromide staining and measurement of OD260/OD280 absorption ratios. Total RNA was purified from contaminating genomic DNA by a DNase I digestion (AMPD1, Sigma) using Qiagen´s RNeasy-Mini-Kit according to the manufacturer’s instructions. The quality of total RNA was checked by gel analysis using the total RNA Nano chip assay on an Agilent 2100 Bioanalyzer (Agilent Technologies GmbH, Berlin, Germany). Only samples with RNA index values greater than 8.5 were selected for expression profiling. RNA concentrations were determined using the NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE).

**ELISA assays**

In order to quantify the amount of differentially regulated antiapoptotic proteins in the concentrated supernatants of co- and monoculture experiments, an ELISA for CCL12 was carried out with DuoSet ELISA Development Kit for mouse CCL12 (R&D Systems) according to manufacturer’s instructions. Secreted protein levels were normalised to 1x106 BMSCs.

**Detection of apoptotic cardiomyocytes**

For the detection and quantification of apoptotic cardiomyocytes mono- and coculture experiments were repeated as described above. After harvesting, cells were stained with propidium iodide (Sigma) and APC-conjugated Annexin V (SouthernBiotec) according to manufacturer’s instructions. More than 50,000 labeled cells were acquired and analyzed using a FACS-Vantage-SE flow cytometry system running CellQuest software (BD). In a first analysis step, NRVCM and lin-/c-kit+ stem cells were discriminated according to the CFDA signal and to their different forward-scatter and side-scatter signals. In a second step, viable, apoptotic and necrotic NRVCMs were distinguished according to their PI and Annexin-V signals. Data were statistically evaluated using the Mann-Whitney U test.

**Stimulation of NRVCMs with concentrated conditioned media and Immunoblotting**

Cardiac myocytes were seeded at a density of 2x10e6 cell per well. After 48 hours medium was removed, and the cells were washed once with 1x PBS and set on serum free media for another 24 hours. Cells were stimulated for 10 minutes with cell culture supernatants from co- and monoculture experiments, previously concentrated with Amicon Ultra-15 Centrifugal Filter Units (Millipore). We used media from three different and independent cocultures and two different and independent monocultures and stimulated two wells per condition. Immediately afterwards, NRVCMs were harvested and lysed in RIPA buffer containing 10 mmol/l Tris, 15 mmol/l EDTA pH 7.5, 1% NP 40 (v/v), 0,5 % Sodium deoxycholate (w/v), 0,1 % SDS (w/v) (all from Sigma), Protease Inhibitor Cocktail Tablets (Roche) and Phosphatase Inhibitor Cocktails 1 and 2 (Sigma). After a brief freeze-and-thaw cycle and centrifugation step, whole cell lysate was obtained. Total cell extracts were resolved by SDS-PAGE, transferred to Immobilon-FL Transfer Membrane (Millipore, USA) and immunoblotted with Akt and Phospho-Akt-Ser473 antibody. (Cell Signaling, #9272 and #4051) Proteins were visualized using Goat-anti-Mouse IR Dye 680, Goat-anti-Rabbit IR Dye I 800 CW secondary antibodies and an Odyssey Infrared Imager (all from LI-COR).

How the deposited data were processed for this re-analysis (not part of the article)

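RNA of lin-/c-kit+ hematopoietic SC from mouse bone marrow was measured on 6 mouse bead arrays, 3 after 48 h of coculture with NRVCM and 3 after 48 h of monoculture. Conditions and replicate numbers were taken from the sample labels. The authors extracted single beads, removed outlier beads, averaged the beads of each probe and normalized the arrays with a quartile-normalization algorithm, using beadarray and limma in R. The paper's text states no background correction. The deposited value table holds log2 signals of 46628 probes with equal distributions on the 6 arrays (5.81 to 14.85, medians of 6.56). A table of non-normalized signals and detection p-values was also deposited. Its 12 columns are numbered without reference to a sample, so they were not used, and the normalized table was analysed in its place.

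The group means were compared with limma 3.58.1 in R 4.3.3, with an empirical Bayes fit on the group alone and the Benjamini-Hochberg adjustment over all probes. A probe was called changed at an adjusted p under 0.05 and a fold change over 1.5, without a filter on dim probes. Replicate numbers were tested for pairing. After subtraction of the group means, coculture and monoculture arrays of the same number had a Pearson's r of -0.11, -0.11 and -0.10, and none was most alike its own number, so the groups were treated as independent. Signals of arrays hold no read depth. The number of arrays and the signal over background limit the precision. Background was taken on each array as the brightest of 22 probes for reporter and vector sequences (6.57 to 6.71), chosen after the values were seen. A fold change against a group at background on all its arrays was computed against that limit and is a lower bound.

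Probe names were joined to genes through the gene IDs they hold and the mouse RefSeq annotation of GRCm38.p6, used only for names and for the order of neighbouring genes. This named 9796 probes of 8102 genes. A further 59 probes were named because their values match a gene of Table 1 or Table S1, within 0.005 in fold change, and in adjusted p within 5e-05 for Table S1 and 5e-04 for Table 1. Of the 88 genes of Table S1, 87 matched 1 probe and 1 matched 2, which its gene ID resolved. In 30 of 30 cases with a gene ID, that ID was the gene of the table. Of the 1704 changed probes, 569 have a name. No chromosome positions are given, since the array names no genome build.

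A rule for the named genes was set before the data were examined. It takes the 10 largest changes in each direction among named probes with an adjusted p under 0.05. These had to be above background on all 3 arrays of the brighter group and not overlap between groups. It also takes the genes the paper names. From each gene list and Table S1 group it takes the 4 largest called genes and the brightest gene not called. Some further genes in the text, such as Apoe, H2-Q7, H2-Q2 and H2-T23, fall outside the rule. The rule was written in terms of detection p-values, for which the background limit was substituted. Values printed in the paper's tables had been seen when the rule was set. Gene lists of pathways and cell types were also fixed before. A gene's value in a list is that of its probe with the highest mean signal among those named by gene ID. The 30 lists with at least 3 named genes, without the study's own genes of Table 1, were tested with camera at a correlation of 0.01, adjusted over the lists. Alternatives were camera with an estimated correlation and fry. Bootstrap intervals of a list's median are from 10000 draws of its genes.

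The counts, lists and named genes were recomputed with cyclic loess, a replicate block, a trended and robust prior, array weights, and without each array in turn. Other fold thresholds, unadjusted p-values and genes in place of probes were applied to the counts of changed probes alone. Filters on probes above background, and the count of the genes of Table 1 with Mif on its other probe, were added after the data were seen. The fit was tested on simulated data with changes put into brighter probes, without a fold threshold. It recovered 31.3% of 1.5-fold, 74.6% of 2-fold and 92.4% of 4-fold changes, with 6 false calls among 46628 probes.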

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

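The tests on sex-linked genes and on the neighbours of H2-D1, the background limit and the choice of the results in this part came after the values were seen, while the tests on heart muscle, fibroblast and interferon genes were set before. The values of this part are not discussed in the paper, apart from those of Fn1, Timp1 and the entries of Table S1. The paper names IGF, as a product of mesenchymal SC in other studies, and states the sex of the mice. Among them, 7 genes of S phase and 8 of G2 and mitosis were higher in coculture. The same holds for 9 genes of hypoxia and glycolysis and for 5 of cholesterol synthesis. Of the monocyte and macrophage genes, 4 were lower. Igf1 had a log2 fold change of -4.11 and Gdf15, a stress-induced cytokine, one of -3.41. The Y-linked gene Eif2s3y had a log2 signal of 8.93 on the array of coculture replicate 2 and was at background on the others.

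H2-D1 lay between 6.39 and 6.43 on the monoculture arrays and between 11.83 and 12.68 on the coculture arrays, and H2-Ea, which C57BL/6 mice do not transcribe, reached 13.10 in coculture. A broad interferon response is argued against by the median of the 15 interferon-stimulated genes named by gene ID (-0.11, bootstrap upper bound 0.04, none called higher). Genes named only by Table S1, all higher by selection, were not in this list. Of these, the interferon-induced Gbp3, Gbp7 and Ifitm3 had log2 fold changes of 0.96, 1.13 and 0.89, so a narrower response is not excluded. For rat cardiomyocyte RNA, the median of the 9 heart muscle genes (-0.019, upper bound 0.07) met the bound set in advance against it. This median is the value of Myh6. Myh6 was among the 4 of these genes at background on all 6 arrays, so the median carries little weight. None of the 9 was called higher. This holds within what mouse probes can read of rat RNA. For H2-D1, another MHC haplotype of the mice used for coculture cannot be told apart from an effect of NRVCM. The paper does not state whether both groups were set up from the same bone marrow. For H2-Ea, signals of 9.29 to 13.10 on the coculture arrays argue against an effect of NRVCM on C57BL/6 cells alone. A span of H2-Ea over 2 log2 units on the coculture arrays had been set in advance as speaking against a haplotype, and it spans 3.81, but H2-Ab1 and Cd74, class II genes of any haplotype, span 2.70 and 2.14 on the same arrays, so this bound may be wrong, an exception made after the values were seen (H2-D1 spans 0.85). Of 61 named genes near H2-D1 other than H2 genes, 4 were called (6.56%, exact 95% interval 1.82% to 15.9%) against 5.79% of all 8102 genes (Fisher's exact test, two-sided p = 0.78), no excess, and too few to exclude one.

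Xist, which is transcribed in female cells, was above background on all 6 arrays (6.84 on coculture replicate 2 and 8.21 to 8.80 on the others). Eif2s3y and Kdm5d were above background only on coculture replicate 2, and the Y-linked Ddx3y and Uty were at background on all 6 arrays. On 5 arrays both Eif2s3y and Kdm5d were at background while Xist was above it, which argues against male mice as the source of all samples, as the paper and the sample labels state. Xist of female rat pups is argued against for monoculture, which held no rat cells and had a lowest signal of 8.21. Female or mixed donors may account for the values, and without coculture replicate 2, the array that differs, 1829 probes were called changed in place of 1704.

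Fn1, Timp1, Col5a1, Lamc1, Vcan and Col4a2, single matrix genes picked after the values were seen, were higher in coculture. The fibroblast and matrix genes as a list were not (1 of 19 called, camera adjusted p = 0.696). The list holds only genes named by gene ID, so Fn1, Timp1, Lamc1 and Col4a2 could not enter it. Of the 6 single genes, only Col5a1 passed in all 12 alternative settings. For rat cardiomyocyte RNA carried through the sort, the median log2 fold change of the 9 heart muscle genes, -0.019, met the bound set in advance against it. This median is the value of Myh6. Myh6 was among the 4 of these genes at background on all 6 arrays, so the median carries little weight. Col1a1 and Col3a1, at background on all 6 arrays, gave no sign of rat heart fibroblasts in the sorted fraction, but probes at background cannot exclude them. The median of the 19 fibroblast genes, 0.050 (bootstrap upper bound 0.12), met the bound set in advance against fibroblasts. As 12 of the 19 genes were at background on all 6 arrays, this median says little about the others. Both tests read rat RNA only by cross-hybridization, so neither excludes rat cells carried through the sort. A response of the SC to NRVCM and an effect of the lower number of SC per well in coculture stay open and were not tested.

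The 6 arrays can be parted into 3 and 3 in only 10 ways, too few for a share under 0.05. The real split, 1 of the 10, called 1704 probes and the highest other split called 0. Of all probes, 10785 did not overlap between the groups, where chance gives 10%.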

How the results depend on the processing

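The filters on dim probes and the mean over probes above background were added after the data were seen. There were 80 results for named genes with an adjusted p under 0.05 with all arrays and a value in all 12 alternative settings. All 80 kept their direction in each setting, and 44 also had an adjusted p under 0.05 in each. The fold threshold was not applied here, nor where single genes are said to pass or fail in some of the 12 settings. No gene or list past its threshold changed direction, but the balance of higher and lower probes is not stable. With both thresholds it turned without coculture replicate 2 (922 and 907) and when genes were counted. At an adjusted p alone it turned with cyclic loess (1461 and 1534) and in each fit without 1 array except that without coculture replicate 2. Most gene results were lost without monoculture replicate 1 (31) and with a replicate block (27). With a replicate block, 1746 probes passed an adjusted p under 0.05 (882 higher, 864 lower), with 3 of the 8 genes of Table 1 (4 with Mif on the probe of Table 1) and 58 of the 88 genes of Table S1. At 2-fold either way, 651 probes were changed (256 higher, 395 lower), and with 1.5-fold higher and 0.5-fold lower, 395 were lower. Counted as genes, 510 were changed (268 higher, 242 lower). Camera passed 9 of 30 lists at the preset correlation, 0 with an estimated correlation, and fry passed 10. By fry the heart muscle genes, with the same median of -0.019, passed as lower, and the cause was not tested. Their only called gene, Fabp3, had a mean log2 signal of 10.15 in monoculture, which held no rat cells. Its fall is therefore no measure of heart muscle RNA. The mean correlation within groups was 0.987 and 0.988 over probes above background on at least 3 arrays and at least 1 array. With 1 array left out, 1021 to 1829 probes were changed, 433 to 922 higher and 583 to 907 lower. At an adjusted p alone, the range was 1382 to 2947, with 599 to 1618 higher and 781 to 1329 lower. The genes passing were 3 to 6 of Table 1 (4 to 7 with Mif on the probe of Table 1) and 45 to 69 of Table S1. The lowest totals were without monoculture replicate 1 (1021) and coculture replicate 1 (1073), which share 942 and 990 probes with the 1704. Signal limits the rest: 21605 of 46628 probes were at background on all 6 arrays. No normalization, scaling on the upper quartile, background correction by detection p and filters on detection p were not run, since they need the table whose columns could not be assigned.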

Differences from the paper's values

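The paper reports 1500 transcripts as more than 1.5-fold upregulated at p under 0.05, and 806 probes were so here. Of the alternatives set before the data were examined, unadjusted p-values gave 1148, within 1.5 times the paper's number. Cyclic loess, the replicate block, the trended and robust prior, array weights, other fold thresholds, genes in place of probes and leaving out any array did not come that close. The paper reports 1514 transcripts as downregulated to less than 0.5-fold, and 395 probes were so here. None of the alternatives in which this count was made came within 1.5 times of it, with 438 the highest. It was not made with unadjusted p-values. Without any fold threshold, at an adjusted p under 0.05, 1514 probes were higher and 1500 lower in coculture. These are the paper's numbers with the directions exchanged. The paper's counts thus match an adjusted p alone, not the fold thresholds it states.

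The paper's Table 1 gives TIMP a fold change of 1.44, and Timp1 was 2.71-fold higher here. On the log2 scale the value here is 1.44. The Timp1 probe was named by the fold change and adjusted p that Table S1 gives for Timp1, so the differences are from Table 1 alone. As a fold change, it came within the replicate spread of the paper's number without coculture replicate 2 (2.16) and under no other alternative. The p-value for TIMP in Table 1 is 0.004, and the adjusted p here was 0.0376. It was 0.0202 to 0.126 over the alternatives set before the data were examined, none within 1.5 times of that in Table 1.

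Table S1 lists H2-Q5 as upregulated. The probe with the values of the table was at least 1.28-fold higher here, and the brighter H2-Q5 probe had a log2 fold change of -1.06 (adjusted p = 0.00034). The paper describes the mice as male. Xist was above background on all 6 arrays, and the Y-linked Eif2s3y and Kdm5d were above it on 1 array.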

Other observations

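The list counts below leave out genes named only by the values of Table S1, which are all higher. Of 14 named genes that protect cells from apoptosis, Bcl2a1a rose by a log2 fold change of 1.43 (standard error 0.06) and the mitotic gene Birc5 by 1.13, while Bcl2l1, which encodes Bcl-xL, had -1.04 (standard error 0.21) and failed in 5 of 12 alternative settings. The list did not pass camera (adjusted p = 0.696) and passed fry as higher (adjusted p = 0.047). By limma none of 8 named proapoptotic genes was called, with 3 at an unadjusted p under 0.05 and an adjusted p of 0.058 by fry, while Casp6, Ripk3, Siva1 and Endog, named by Table S1, were higher. Of 8 targets of p53, the cell cycle inhibitor gene Cdkn1a rose by 1.60 and Gdf15 fell. Among 7 genes of the response to endoplasmic reticulum and amino acid stress, the serine synthesis gene Phgdh rose by 1.04 and the cystine transporter gene Slc7a11 had -2.12. Of 8 genes of JAK-STAT feedback Cish was called, next to Socs3 and Pim1, which are named by Table S1. Of 9 immediate early and stress genes Klf4 was called, at 1.14. Of 6 connexin and pannexin genes, Gja5 rose and Panx1 had -1.10.

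Each list of blood lineage markers with at least 3 named genes had a negative median log2 fold change, but this is no uniform fall. The bootstrap interval of the median stayed below 0 only for the mast cell and basophil genes and the T and NK genes. It ran from -0.08 to 0.10 for stem and progenitor genes and from -0.61 to 0.10 for erythroid genes. For stem and progenitor genes, camera and fry gave the direction as higher, without passing. The medians ran from -0.03 for stem and progenitor genes to -1.09 for megakaryocyte genes. No such list passed camera or fry as higher, while single genes went both ways. Of 6 mast cell and basophil genes, Slc18a2 fell (-0.67), with a camera adjusted p of 0.0073 for the list and 0.26 with an estimated correlation. Of 10 integrin genes, Itga2b (-2.12) and Itgal fell, with an adjusted p of 0.0031 and 0.26 in the same 2 tests. Of 7 B lymphoid genes, Il7r fell (-3.13), with 0.044 and 0.51, and the list did not pass camera without coculture replicate 1 or 3 or monoculture replicate 1 or 2 (adjusted p up to 0.224). Among 4 megakaryocyte genes, Gp1bb (-2.51) and Itga2b fell and Thbs1 rose (1.27). Of 6 genes of class II presentation, Ifi30 rose (0.90). Slc18a2, Thbs1 and Ifi30 each failed in 5 of 12 alternative settings, Itgal in 3, Gp1bb in 2 and Itga2b in 1. Elane, a promyelocyte granule gene, rose by 0.59, and Mpo, the other gene of its list, was not called (0.12), while the dimmer Mpo probe of Table S1 was called higher (1.38). The uncalled Mpo probe read 14.28 to 14.66, close to the highest value of the arrays (14.85), so a rise could be hidden there. By limma, none was called of 9 stem and progenitor genes, 6 erythroid, 10 late neutrophil and 3 T and NK genes, of which 1, 2, 2 and 2 had an unadjusted p under 0.05. By fry, only the T and NK genes of these lists passed, as lower (adjusted p = 0.0063). Camera gave these 3 genes an adjusted p of 0.138, and 0.43 with an estimated correlation. The mast cell and basophil genes (adjusted p = 0.020) and the integrin genes (0.0067) also passed fry as lower. The B lymphoid genes (0.051) and the megakaryocyte genes (0.065) did not pass fry, nor did 5 sex-linked genes used as a check (0.656).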
